A study of Homo sapiens with 6 samples. Its data were reported in "Activation of GPR3-β-arrestin2-PKM2 pathway in Kupffer cells stimulates glycolysis and inhibits obesity and liver pathogenesis" (2024).

How the data were processed

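Immune cells expressing CD45 were sorted from dissociated livers of 6 organ donors, 3 diagnosed with NAFLD and 3 healthy, and profiled with the 10x Genomics droplet assay for the 3' ends of transcripts. Per the labels, the authors aligned the reads to hg19 (GRCh37) and counted UMIs with Cell Ranger 3.1. The deposited matrices hold UMI counts per gene and cell, one for all CD45+ cells and one for the macrophages that the authors had selected. The authors kept cells with 500 to 5000 detected genes, at least 1000 UMIs and at most 15% mitochondrial reads. Checked on the files, 0 of the 47724 cells lay outside these limits, and the highest mitochondrial share was 10.0%. All 5497 macrophages were found in the whole matrix, with 0 values differing between the matrices.

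Each cell was assigned to its donor by the prefix of its column name, and each donor's group came from the labels. Before any test, 22 X-inactivation and Y-linked genes were removed, which left 21628 genes. Gene symbols are given as in the files, and 15574 of them were found in a GENCODE annotation of GRCh37, from which positions were taken. The files held 31951702 to 70499989 UMIs per donor. A count of 0 was read as allowing up to 3 counts, and intervals of counts are exact Poisson intervals at 95%.

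Gene lists, marker genes, tests, alternatives and the rule for naming genes were fixed before the data were examined. There were 16 functional lists: glycolysis, oxidative phosphorylation, fatty acid oxidation, antigen presentation by MHC class II and by class I, inflammatory cytokines and NF-kB, chemokines, the interferon response, phagocytosis receptors, hypoxia, MYC targets, cytotoxicity, T and NK activation, tissue residency, dissociation and stress, and the GPR3 pathway. A further 9 lists held markers of other cells. Of these, only the hepatocyte, endothelial and neutrophil lists had at least 5 tested genes in macrophages; those of erythrocytes, platelets, stellate cells and fibroblasts, cholangiocytes, T cells and B cells had fewer and gave no result.

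Clusters were made with Seurat 5.3.0 in R 4.3.3, by anchor integration over donors, 2000 variable features that left out the genes of the functional lists, 15 principal components and Louvain clustering at resolution 0.5. This gave 20 clusters of all cells and 11 of macrophages. A cluster was named from its leading genes against the fixed markers and otherwise kept its number. The largest macrophage cluster with Kupffer markers, M0, also carried leading markers of other sub-classes, so it is given by number; it stands where a Kupffer-like sub-class was planned. M1, M2 and M3 together are the moMac-like cells. An unnamed cluster, number 4, was not counted as NK-like. Its leading genes held the fixed CD56low NK markers FGFBP2, CX3CR1, SPON2, PRF1 and GZMB and no fixed T-cell marker, so the NK-like classes may miss NK cells. At resolution 0.3, at resolution 1.0 and with the list genes included, 88.7%, 86.4% and 85.8% of all cells kept their class name, and 91.0%, 85.2% and 78.7% of macrophages kept theirs. Doublets were scored per donor with Scrublet in scanpy 1.11.5. Its automatic threshold called 402 cells (0.84%), so the highest 6% of scores per donor were also taken, which called 3000 cells (6.29%), 284 of them macrophages; this second threshold was chosen after the first result was seen.

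Cells are not replicates, so counts were summed per donor and class. Groups were compared with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test) and Benjamini-Hochberg adjustment, with an adjusted p under 0.05 as the threshold. Sub-classes and cell classes within donors were compared the same way with the donor as a block, for donors with at least 10 cells in each class. There, only genes of the functional lists count as results, since other genes had formed the clusters. Genes outside the lists that vary with their members stayed open to the clustering. Among them is a class II gene that leads both M4 and M10. List differences between sub-classes, above all in class II genes, are therefore not independent of the clustering. Class shares were tested with the same model on cell numbers, with total cells as library size, and with an exact two-sided permutation test, whose smallest p is 0.10 for 3 donors against 3. Fold changes are fitted values, while CPM are group means of counts scaled to library size, with their SD. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 handled the tables.

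Lists with at least 5 tested genes were tested with camera of limma 3.58.1, two-sided, at a preset correlation between genes of 0.01 and adjusted over the lists. Each was repeated with a correlation estimated from the residuals, and with fry, which asks whether a list's genes move on balance in 1 direction and compares them with no other genes.

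The named genes follow a rule. Where fewer than 5 genes passed, the 10 with the smallest p-values are given as values; for each list that is described, members with the smallest p are given; and 24 genes that the study names are always given in macrophages. Genes of the immunoglobulin, T-cell-receptor and KIR loci, and genes deleted or varying in copy number between people, are not named.

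The alternatives were DESeq2 1.42.0, no filter on low counts, no normalization factors, the replicate number in the sample titles as a block, removal of doublets, macrophage-like clusters of the whole matrix in place of the authors' selection, other clustering settings and leaving out each donor in turn. Added after the data had been seen were macrophages without sub-clusters M7 (neutrophil genes), M8 (T-cell genes) and M9 (endothelial genes, shallow cells), NK-like cells with cluster 4, shares among cells outside the neutrophil-like clusters, and fry for the comparisons within donors. All 10 splits of the 6 donors into 3 and 3 were also run. The labels give no sequencing batch or date, so none was modelled. The gene tests in macrophages, CD8 T-like cells and NK-like cells, of DAM-like cells against M0 and of the interaction were tested on simulated data with 200 changed genes, drawn with the means, dispersions and library sizes of each. Before the change, each gene had the same mean share of counts in every sample, with no donor effect. Changed genes were taken only from those with a mean above 10 CPM, so recovery among lower genes was not measured. The other comparisons were not simulated. Unchanged genes called there were 5 in macrophages, 3 in CD8 T-like cells, 3 in NK-like cells, 13 for DAM-like against M0 and 4 in the interaction. With the glycolysis list shifted by 1 on the log2 scale in simulated macrophages with 12184 genes, camera called that list and 1 other, which shares genes with it. Simulated genes were drawn independently, while the inflammatory and class II lists had estimated correlations of 0.54 and 0.67. The simulation therefore cannot show how often camera calls lists of correlated genes at the preset correlation.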

Results

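Single-cell RNA sequencing of sorted CD45+ immune cells was available for the livers of 6 donors, 3 diagnosed with non-alcoholic fatty liver disease (NAFLD) and 3 healthy. The whole matrix held 47724 cells and 21650 genes, and a second matrix held the 5497 cells that the authors had set apart as macrophages. Unique molecular identifier (UMI) totals were 31951702, 70499989 and 45103144 in NAFLD donors 1, 2 and 3, and 38909125, 46770404 and 55357372 in healthy donors 1, 2 and 3. Macrophages numbered 704, 807 and 641 in the NAFLD donors and 831, 1035 and 1479 in the healthy donors. Their median depth was 14411 ± 2877 UMIs per cell in NAFLD and 16430 ± 1428 in healthy donors (SD, n = 3). Names ending in "-like" mark clusters of cells named from fixed marker genes.

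The first question was whether the liver's macrophages, the phagocytes that include the resident Kupffer cells, made up another share of CD45+ cells in NAFLD; the study describes this share as increased. In these files the share was lower in NAFLD. Macrophages were 8.89% ± 3.44 of CD45+ cells (SD, n = 3) in NAFLD donors and 15.48% ± 2.64 (SD, n = 3) in healthy donors. All 3 NAFLD donors, from 6.24% to 12.77%, lay below all 3 healthy donors, from 13.57% to 18.49%. The exact two-sided permutation test gave p = 0.1, the smallest value that 3 donors against 3 allow. The log2 fold change of the share was −0.80 with a standard error of 0.498, and it did not pass the edgeR test (adjusted p = 0.732).

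The same question was asked of every other immune class, and none passed the test. CD8 T-like cells, the cytotoxic T cells, were 16.37% ± 1.5 of CD45+ cells in NAFLD and 20.18% ± 4.30 in healthy donors (SD, n = 3). Mucosal-associated invariant T (MAIT)-like cells, which respond to microbial vitamin B metabolites, were 16.60% ± 11.88 against 12.02% ± 3.51 (SD, n = 3). Neutrophil-like cells were 17.11% ± 12.15 against 12.96% ± 7.17 (SD, n = 3), and they were shallow, with a median of 1598 UMIs. Type 1 conventional dendritic (cDC1)-like cells, which present antigen to CD8 T cells, were 0.92% ± 0.80 against 0.24% ± 0.30 (SD, n = 3). Mean shares in NAFLD and healthy donors were 11.03% and 12.49% for CD4 T-like, 9.21% and 7.48% for CD56hi NK-like, 6.48% and 4.54% for CD56low NK-like, and 3.73% and 2.68% for B-like cells. The unnamed cluster 4, with CD56low NK markers among its leading genes, went the other way, at 8.22% in NAFLD and 10.36% in healthy donors. The CD56low NK-like shares therefore do not cover all cells with these markers. edgeR called 0 classes at an adjusted p under 0.05, with 0.732 the smallest adjusted p, and 0 classes had an unadjusted p under 0.05. Without NAFLD donor 3, 1 class passed, the cDC1-like cells, with a log2 fold change of 2.50 and an adjusted p of 0.0343.

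**Figure D1:**
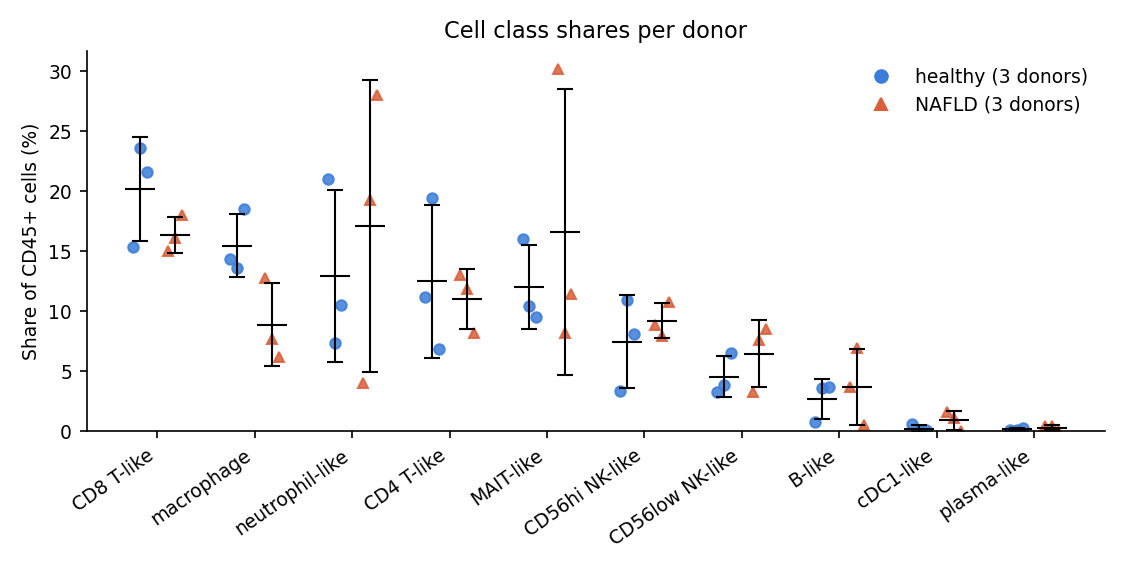
Share of CD45+ cells in percent for each named class, with 1 point per donor and bars for the mean and SD of 3 donors per group. The macrophage shares of the NAFLD donors lie between 6.24% and 12.77%, below the healthy donors at 13.57% to 18.49%.

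Within macrophages, the comparison of NAFLD with healthy donors asks which genes the disease changes in these cells. TMEM176A and TMEM176B, neighbouring genes for membrane proteins of antigen-presenting cells, had the smallest p-values. TMEM176A averaged 127 ± 18.4 CPM (counts scaled to library size) in NAFLD and 27.0 ± 5.29 CPM in healthy donors (SD, n = 3), a log2 fold change of 2.23 ± 0.259 (SE). TMEM176B averaged 213.5 ± 19.4 against 51.4 ± 11.8 CPM (SD, n = 3), a log2 fold change of 2.05. EGR1, an immediate-early transcription factor, averaged 356 ± 66.9 CPM against 922 ± 198 CPM (SD, n = 3), and BTG2, an anti-proliferative early-response gene, 196 ± 50.2 against 466 ± 119 CPM (SD, n = 3). Each of these 4 genes separated all 3 NAFLD donors from all 3 healthy donors, as chance does for 10% of genes, and none passed the threshold over 12430 genes (smallest edgeR adjusted p = 0.187).

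edgeR called 0 genes in macrophages, with 292 at an unadjusted p under 0.05. These 292 were 2.35% of the genes tested, and 9 of the 10 splits of the donors gave at least as many. DESeq2 called 5, of which TMEM176A, TMEM176B and the histone gene HIST1H3H were higher, and EGR1 and RND3 lower. RND3, also among the 10 genes with the smallest edgeR p-values, had a DESeq2 log2 fold change of −2.575 (adjusted p = 0.0353). HIST1H3H fell below the edgeR filter on low counts and is named here only after its values were seen. With no filter on low counts edgeR called 1, TMEM176A (adjusted p = 0.0384). Of the other genes among the 10 with the smallest p-values, log2 fold changes were 3.45 for RP11-693J15.5, 1.01 for CYSTM1, −2.05 for RP11-809N8.4, −1.49 for NFKBID, an inhibitor of NF-kB, and −1.77 for KB-1507C5.4. On GRCh37 (hg19), TMEM176A lies on chromosome 7 from 150497491 to 150502206 and TMEM176B from 150488373 to 150498448, on opposite strands, and EGR1 lies on chromosome 5 from 137801168 to 137804992. On simulated data of this comparison with 12189 genes, the test recovered 84 of 100 genes changed 4-fold and 8 of 100 changed 2-fold. All changed genes were above 10 CPM.

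Values follow for 24 genes of the GPR3 pathway and of macrophage sub-populations, listed because the study names them. The study shows the sub-population markers on these same samples, so their values here are not independent evidence. None of those tested passed. The glycolytic enzymes differed little between the groups. PKM, which encodes pyruvate kinase M, averaged 620 ± 135 CPM in NAFLD and 535 ± 137 CPM in healthy donors (SD, n = 3), a log2 fold change of 0.21, and it lies on chromosome 15 from 72491370 to 72524160. The log2 fold changes of GAPDH, ENO1, PGAM1 and LDHA were 0.32, −0.16, 0.07 and 0.00, that of ARRB2, which encodes β-arrestin2, was 0.04, and that of the transcription factor MYC was −0.28. Leaving out single donors turned the sign of ARRB2, ENO1, PGAM1 and LDHA.

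Among the markers of disease-associated macrophages, CD9, a tetraspanin, averaged 54.3 ± 24.9 CPM in NAFLD and 18.3 ± 5.52 CPM in healthy donors (SD, n = 3), higher in all 3 NAFLD donors. TREM2, a lipid-sensing receptor, averaged 18.1 ± 15.5 against 10.6 ± 4.89 CPM (SD, n = 3). Log2 fold changes were 0.61 for GPNMB, 0.79 for APOE, 0.20 for C1QA, 0.52 for CLEC10A, 0.18 for MARCO, −0.40 for CD163, −0.02 for MNDA, 0.05 for LIPA, 0.11 for LILRB1 and −0.01 for LILRB2. Leaving out single donors turned the sign of each of these 10 and of TREM2. CCL3 and CCL4, chemokines that attract T cells and monocytes, averaged 1062 ± 701 and 1087 ± 670 CPM in NAFLD against 2087 ± 251 and 2114 ± 178 CPM in healthy donors (SD, n = 3). CXCL3, a neutrophil chemokine, had a log2 fold change of −0.79, and HLA-DRB1 averaged 4758 ± 4609 against 1765 ± 893 CPM (SD, n = 3).

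GPR3, the receptor that the study follows, lies on chromosome 1 from 27719126 to 27722318 and was too low to be tested. Macrophages held 6 of its UMIs among 81830360, or 0.073 CPM with a 95% exact Poisson interval of 0.027 to 0.16 CPM, and 4 of the 6 came from healthy donor 3. CD4 T-like cells held 7 among 30028380, or 0.233 CPM (0.094 to 0.48), with 4 from NAFLD donor 2 and 3 from healthy donor 1. CD8 T-like, NK-like and B-like cells held 0 among 41153137, 34187915 and 12345952, which allows up to 0.073, 0.088 and 0.243 CPM (3 counts). These intervals and limits cover counting error only. GPR3 was not tested between the classes.

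**Figure D2:**
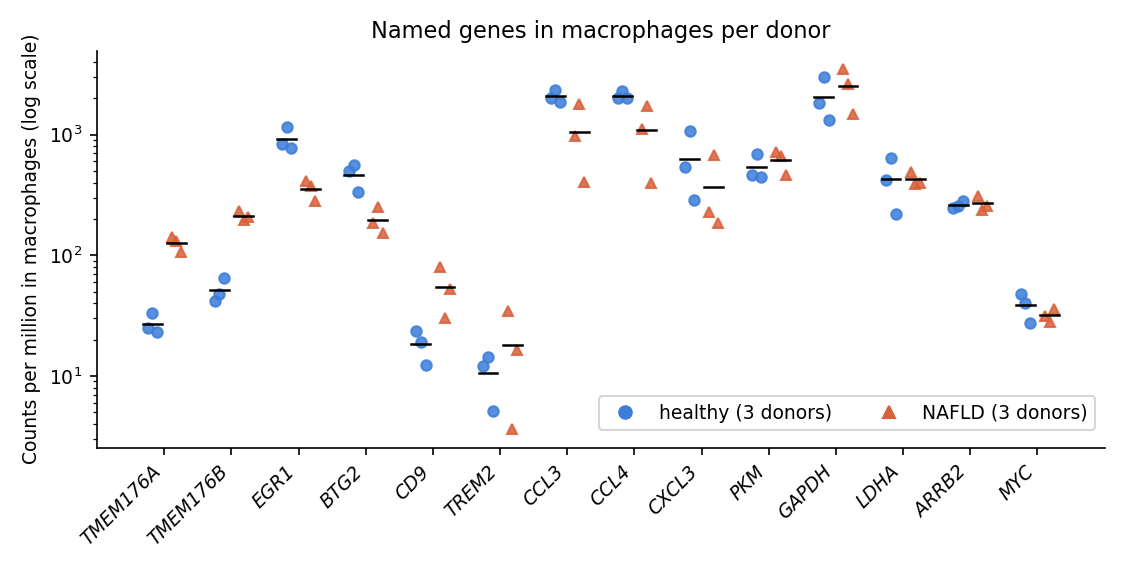
CPM in macrophages (log scale) for genes named in the text, with 1 point per donor and a bar at the mean of 3 donors per group. TMEM176A lies near 127 CPM in NAFLD and near 27.0 CPM in healthy donors, while PKM, LDHA and ARRB2 overlap.

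As groups, inflammatory genes had lower and genes of MHC class II presentation higher values in NAFLD macrophages at a preset correlation between genes of 0.01. Neither call held with an estimated correlation (adjusted p = 0.794 for each), and the class II median was negative without NAFLD donor 1. The study describes pathways of antigen presentation and inflammatory response as higher. It used enrichment of gene ontology terms among genes from single-cell tests, so its gene sets and unit differ from the lists and donor sums here. Of the 26 genes for inflammatory cytokines and NF-kB signalling, 3 had a positive and 23 a negative log2 fold change, with a median of −0.78. Among them EREG, a growth factor of the EGF family, had a log2 fold change of −1.60, PTGS2, the inducible prostaglandin synthase, −1.30, and IER3, an early-response survival gene, −1.27. Of the 15 class II genes, 13 had a positive value, with a median of 0.71; CD74, the invariant chain, had 1.83 and CD80, a T-cell costimulator, 1.32. Dissociation and stress genes had a median of −0.28, with EGR1, BTG2 and KLF2 lower when adjusted over the list alone. Of 14 chemokine genes, 4 were positive, with a median of −0.78 and a mean of −0.31; CXCL2 had −1.38, while CCL2, a monocyte chemoattractant, had 2.93.

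camera, which compares each list with the other genes at a preset correlation of 0.01, called these 4 lists, with adjusted p of 5.83e-16, 0.0025, 5.94e-07 and 0.0454 in the order given. None of the 4 calls held with an estimated correlation (adjusted p = 0.794 for each). Adjusted over the list alone, 0 genes passed in the inflammatory, class II and chemokine lists. The class II median was −0.11 without NAFLD donor 1 (adjusted p = 0.419), and that call also ended without healthy donor 2 (adjusted p = 0.13). The inflammatory median was −1.42 without NAFLD donor 2 and −0.46 without NAFLD donor 3, and the list was called both times. Without NAFLD donor 3 the stress list had a median of −0.10 and an adjusted p of 0.573, and its median was −0.72 without NAFLD donor 2 and −0.45 without NAFLD donor 1. The chemokine call ended without NAFLD donor 1, NAFLD donor 3, healthy donor 1 or healthy donor 2 (adjusted p from 0.0761 to 0.779), with doublets removed (adjusted p = 0.0593) and with no filter (adjusted p = 0.05). The chemokine medians without these donors were −0.57, −0.44, −1.0 and −0.67 in the order given.

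The remaining lists did not pass in macrophages. Their median log2 fold changes were −0.07 for glycolysis, −0.07 for oxidative phosphorylation, 0.03 for fatty acid oxidation, −0.03 for class I presentation, −0.23 for the interferon response, 0.04 for phagocytosis receptors, −0.35 for hypoxia, −0.01 for MYC targets, 0.33 for cytotoxicity, −0.23 for T and NK activation, −0.16 for tissue residency and −0.06 for the GPR3 pathway. Among markers of other cells, the medians were 0.30 for hepatocytes, −0.80 for endothelial cells and −0.09 for neutrophils, and these lists did not pass either. Adjusted p ran from 0.129 to 0.835 over these 15 lists. In a further run, with macrophage counts thinned to a total of 7713887, the hepatocyte list was called higher. Its median over 7 tested genes was then 0.42 (camera adjusted p = 0.0175). Class I genes had a negative median and a positive mean, and phagocytosis receptors a positive median and a test direction downward.

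For CD8 T-like cells the question was whether cells of NAFLD livers were more activated. The study describes this of resident memory T cells, which are not the same population as the CD8 T-like clusters summed here, and of NK cells. Chemokine genes had a median log2 fold change of −0.88, among them CCL3, at 556 ± 380 CPM in NAFLD against 2194 ± 1530 CPM in healthy donors (SD, n = 3), and CCL4, at −1.06. Inflammatory genes had a median of −0.36. How many transcripts of macrophage genes in lymphocytes were background from other cells was not measured, so the inflammatory values in these cells are not read as their own expression. The activation list had a median of −0.52, with XCL1 and XCL2, chemokines of activated lymphocytes, at −0.78 and −0.84, CRTAM, an adhesion receptor of activated cytotoxic cells, at −1.02, and TNF, an inflammatory cytokine, at 1.29. Cytotoxicity genes, which encode granzymes and perforin, had a median of −0.18 (adjusted p = 0.378).

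camera called the chemokine, inflammatory and activation lists as lower (adjusted p = 0.00101, 5.88e-04 and 0.0441), and none of the calls held with an estimated correlation (adjusted p = 0.895 for each). All 3 calls ended without NAFLD donor 3, with medians of −0.3, −0.057 and −0.25 (adjusted p of 0.155, 0.661 and 0.597). The activation list had a median of 0.02 without healthy donor 2 (adjusted p = 0.553). Without NAFLD donor 2 the chemokine and inflammatory medians were −2.12 and −1.05. Without healthy donor 2 the inflammatory median was −0.16, and without NAFLD donor 1 the chemokine median was −0.45.

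Among single genes, edgeR called 0 of 11801 in CD8 T-like cells, with 320 at an unadjusted p under 0.05, and DESeq2 called 2, HIST1H2AI higher and MT2A lower. The 320 were 2.71% of the genes tested, and 8 of the 10 splits of the donors gave at least as many. MT2A, a metal-binding metallothionein, averaged 43.2 ± 7.96 CPM in NAFLD and 288 ± 207 CPM in healthy donors (SD, n = 3). SIK2, a salt-inducible kinase, averaged 18.2 ± 0.62 against 7.16 ± 0.80 CPM, and IL18R1, a receptor chain for interleukin 18, 42.9 ± 4.03 against 18.9 ± 4.48 CPM (SD, n = 3). Of the other genes among the 10 with the smallest p-values, 6 had log2 fold changes of 2.26 for NBPF3, −1.24 for LINC01003, −1.11 for ATHL1, 2.38 for GSTM2, 4.22 for HIST1H2AI and 1.24 for GPR180. On simulated data of this comparison with 11579 genes, 78 of 100 genes changed 4-fold and 5 of 100 changed 2-fold were recovered.

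Natural killer (NK)-like cells, the innate cytotoxic lymphocytes, were asked the same question. Chemokine genes had a median log2 fold change of −0.79, with CCL3 also at −0.79 and CCL20, which attracts cells through CCR6, at −1.15. Inflammatory genes had a median of −0.24, with the same limit from unmeasured background. The activation list had a median of 0.20 and the cytotoxicity list one of 0.15, and neither passed (adjusted p = 0.862 for each). camera called the chemokine and inflammatory lists as lower (adjusted p = 2.84e-04 and 6.15e-04), and neither call held with an estimated correlation (adjusted p = 0.96 for each). Both calls ended without NAFLD donor 3, with medians of −0.34 and 0.009 (adjusted p of 0.131 and 0.954). Without NAFLD donor 2 the medians were −1.72 and −0.92, without healthy donor 2 they were −0.27 and 0.14, and without NAFLD donor 1 they were −0.46 and −0.42. The inflammatory median was −0.55 without healthy donor 1 and −0.45 without healthy donor 3.

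For single genes in NK-like cells, edgeR called 0 of 11462, with 268 at an unadjusted p under 0.05. The 268 were 2.34% of the genes tested, and 10 of the 10 splits of the donors gave at least as many. DESeq2 called 2, RP1-29C18.10 lower and a gene higher that lies in a locus differing between people and is not named. SIK2 averaged 21.2 ± 2.79 CPM in NAFLD and 8.32 ± 1.64 CPM in healthy donors, and H1FX, a linker histone gene, 123 ± 34.2 against 441 ± 255 CPM (SD, n = 3). The other 8 genes with the smallest p-values had log2 fold changes of −3.19 for RP1-29C18.10, −2.79 for NAPRT1, 2.47 for NBPF3, 1.91 for AC007349.7, 2.43 for RP11-312O7.2, 2.40 for LINC00299, 1.22 for HIST1H4E and −1.41 for C9orf3. On simulated data of this comparison with 11264 genes, 75 of 100 genes changed 4-fold and 5 of 100 changed 2-fold were recovered. Over CD8 T-like and NK-like cells together, 5 list calls became 11 without NAFLD donor 1 and 10 without NAFLD donor 2 or healthy donor 3.

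The macrophages were clustered again to ask whether their sub-classes changed in size, where the study describes no difference. Monocyte-derived macrophage (moMac)-like cells were 40.40% ± 9.02 of macrophages in NAFLD and 45.64% ± 3.15 in healthy donors (SD, n = 3). Sub-cluster M0, led by genes such as CTSL, FABP5, LIPA and VSIG4, was 18.46% ± 8.35 against 24.22% ± 3.89 (SD, n = 3). Disease-associated macrophage (DAM)-like cells joined sub-cluster M4, with 405 cells led by complement C1q genes, AXL, LYVE1, LGMN and GPNMB, and M10, with 79 cells and SPP1, TREM2 and APOE among its leading genes. M4 lacked SPP1, TREM2 and APOE among its leading genes, and had FOLR2 and SLC40A1, which are fixed Kupffer markers. DAM-like cells may thus include resident Kupffer cells, so their comparison with M0 is not one of disease-associated against Kupffer cells. DAM-like cells, M4 and M10 together, are the subject of the next values. They were 12.33% ± 8.77 against 6.99% ± 2.14 (SD, n = 3), and their log2 fold change of 0.82 was 0.063 without NAFLD donor 1. Dendritic-like cells were 8.60% ± 3.93 against 5.81% ± 4.56 (SD, n = 3), and nonclassical-like monocytes 6.77% against 6.03%. edgeR called 0 sub-classes (smallest adjusted p = 0.656), and 0 had an unadjusted p under 0.05.

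DAM-like cells were then compared with M0 in the same 6 donors. The study describes glycolysis as lower in its disease-associated sub-population. Neither class here is known to match a sub-population of the study, so the values do not test that description. M4 and M10 were not compared with M0 apart. Of 18 glycolytic genes tested, 8 were lower in DAM-like cells and 0 higher, and 12 were lower when adjusted over the list alone. PKM averaged 348 ± 114 CPM in DAM-like cells and 534 ± 102 CPM in M0 (SD, n = 6), lower in 6 of 6 donors (log2 difference −0.65). PGAM1 averaged 131 ± 40.2 against 238 ± 61.4 CPM, ALDOA 513 ± 254 against 836 ± 330 CPM, and HK3, a hexokinase, differed by −1.84 on the log2 scale. Class II presentation genes went the other way, with 11 of 15 higher and 2 lower. HLA-DPB1, a class II β chain, was higher by 2.10, and LGMN, a lysosomal protease, by 2.42, each in 6 of 6 donors. Both are among the leading genes of M4, and class II genes outside the list stayed open to the clustering. The class II rise is therefore not independent of how the sub-classes were formed.

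By list, glycolysis had a median log2 difference of −0.45 (camera adjusted p = 4.89e-05, and adjusted p = 0.189 with an estimated correlation). The class II list had 1.59 (1.46e-13, and 0.189 with an estimated correlation). Oxidative phosphorylation was lower at −0.22, with 11 of 45 genes lower (adjusted p = 2.11e-04, and 0.506 with an estimated correlation). The interferon response was higher at 0.33, with 8 genes higher, among them GBP5 at 1.49 (0.00559, and 0.189). The T and NK activation list was higher at 0.68, with EGR2, CD69, CD38, HAVCR2 and ENTPD1 higher at 1.66, 1.29, 1.04, 0.90 and 0.68 and CRTAM lower at −0.998 (0.00559, and 0.189). The GPR3 pathway list, which shares PKM, GAPDH and ENO1 with glycolysis, was lower at −0.45 (0.00569, and 0.376 with an estimated correlation). ARRB1, the other β-arrestin, was lower by 0.55 on the log2 scale, while ARRB2 and MYC, at −0.37 and −0.13, did not pass.

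The lists of chemokines, inflammatory genes and phagocytosis receptors did not pass between DAM-like cells and M0, though single members did. CCL20 was lower, with a log2 difference of −2.94, AXL, a receptor for dying cells, was higher at 4.65, the inhibitory Fc receptor gene FCGR2B at 2.34, and the scavenger receptor CD36 was lower at −1.62. Over all lists, 46 genes were higher and 39 lower of 280 tested. The interferon call ended at clustering resolutions 0.3 and 1.0 (adjusted p of 0.0578 and 0.356). With the list genes used in the clustering, the interferon and activation calls ended (0.171 and 0.0817). On simulated data of this comparison with 8321 genes, 85 of 100 genes changed 2-fold were recovered.

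Against moMac-like cells, the monocyte-derived macrophages, DAM-like cells also had less of the glycolytic transcripts in all 6 donors. Of 18 glycolytic genes, 13 were lower and 0 higher, and 14 were lower and 1 higher when adjusted over the list alone. PKM averaged 341 ± 109 against 827 ± 275 CPM (SD, n = 6), SLC2A3, a glucose transporter, 79.7 ± 30.7 against 370 ± 88.5 CPM, and GAPDH 1393 ± 586 against 3355 ± 1736 CPM. Of 14 class II genes 12 were higher and 1 lower, with LGMN at a log2 difference of 5.61, HLA-DPB1 at 4.54 and HLA-DRB1 at 3.55. Over all lists, 79 genes were higher and 66 lower of 282 tested.

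The glycolysis list had a median log2 difference of −0.86 from moMac-like cells (camera adjusted p = 4.27e-06, and adjusted p = 0.198 with an estimated correlation). The class II list had 3.15 (1.30e-18, and 0.144 with an estimated correlation). The interferon response had 0.61 (0.0101, and 0.457), MYC targets, which serve ribosome and nucleotide synthesis, 0.54 (0.0162, and 0.695), T and NK activation 0.73 (0.0162, and 0.198) and dissociation and stress genes 0.42 (0.0179, and 0.457). Oxidative phosphorylation had −0.20 (0.0106, and 0.830) and the GPR3 pathway −0.63 (0.0162, and 0.424). ARRB2 was lower by 0.39 on the log2 scale (adjusted p = 0.0466). The MYC target call ended without healthy donor 3 (0.0644), and the stress call without NAFLD donor 2, at a median of 0.23 (0.0603).

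M0 cells stood between these sub-classes in glycolytic transcripts. Against moMac-like cells, 13 of 21 glycolytic genes were lower in M0 and 1 was higher, with the same counts adjusted over the list alone. SLC2A3 differed by −1.52 on the log2 scale, HK2, a hexokinase, by −0.96, GAPDH by −0.82 and PKM by −0.63. Of 14 class II genes 13 were higher and 0 lower, and 20 of 22 MYC targets were higher and 1 lower, among them the cell-cycle kinase gene CDK4 at 1.27 and NPM1, a nucleolar chaperone gene, at 0.68. The median log2 differences were −0.36 for glycolysis (camera adjusted p = 0.00113, and 0.333 with an estimated correlation), 1.69 for class II (2.31e-13, and 0.333) and 0.65 for MYC targets (2.35e-07, and 0.414). The interferon response had 0.29 (0.0116, and 0.585) and dissociation and stress genes 0.16 (0.0325, and 0.333). The stress call ended without healthy donor 2 or healthy donor 3 (0.0698 and 0.0535).

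The moMac-like cells comprised 3 sub-clusters, M1, M2 and M3, which were also compared with one another within donors. M1 carried more class II and chemokine transcripts than M3, with median log2 differences of 2.04 and 1.27, and both calls held with an estimated correlation (adjusted p = 0.024 for each). Neither difference is independent of how the sub-clusters were formed, since genes that vary with list members stayed open to the clustering. The chemokine gene CCL20 is itself among the leading genes of M1. Median depth also differed, at 15333 UMIs in M1 and 12072 in M3. Glycolytic genes were lower in M1 than in M2, at −0.15 (camera adjusted p = 1.90e-04, and 0.207 with an estimated correlation), and lower in M1 than in M3, at −0.20 (0.00382, and 0.384).

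**Figure D3:**
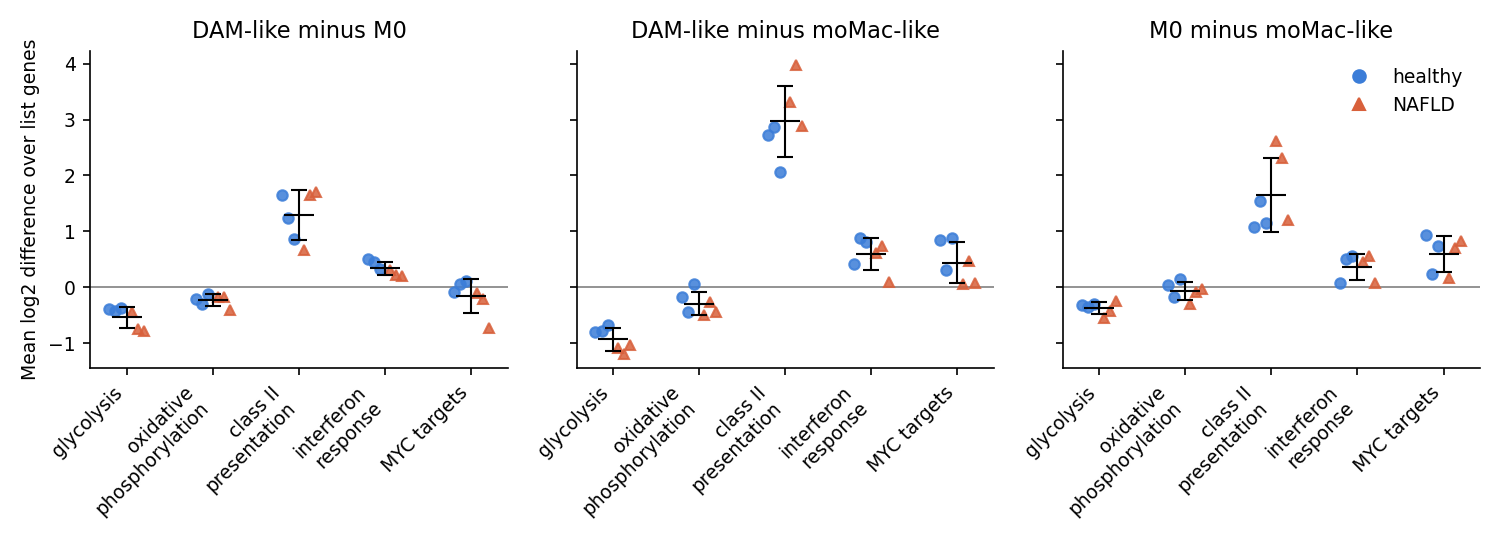
Mean log2 difference over the genes of 5 lists between macrophage sub-classes, with 1 point per donor and bars for the mean and SD of 6 donors. Glycolysis lies below 0 and class II presentation above 0 in every donor of all 3 panels.

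The study also asks which liver cells, hepatocytes among them, express the pyruvate kinase forms PKL, PKM1 and PKM2, using published single-cell data. Counts here are per gene, so PKM1 and PKM2 were not told apart, and no class of hepatocytes was compared. Among the CD45+ cells, macrophages had more PKM than each lymphoid class. PKM averaged 705 ± 158 CPM in macrophages and 118 ± 57.1 CPM over CD8 T-like, CD4 T-like, NK-like and B-like cells (SD, n = 6), a log2 difference of 2.73, higher in 6 of 6 donors. ENO1, the glycolytic enolase, averaged 812 ± 224 against 238 ± 54.1 CPM, and GAPDH was higher by 1.97 on the log2 scale. ARRB2 was higher by 2.40 and HK3 by 6.05. SLC2A1, the glucose transporter GLUT1, was lower in macrophages, at 4.50 ± 1.67 against 23.8 ± 4.22 CPM (SD, n = 6).

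Of 22 glycolytic genes, 16 were higher and 4 lower in macrophages, with the same counts adjusted over the list alone and a median log2 difference of 1.63. Of 6 tested GPR3 pathway genes 5 were higher, with a median of 2.18. camera called both lists (adjusted p = 7.14e-06 for each), and both calls held with an estimated correlation (adjusted p = 0.0203 and 0.00979). Against CD4 T-like cells alone neither held with an estimated correlation (adjusted p = 0.0795 and 0.0513), while both held against CD8 T-like, NK-like and B-like cells.

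**Figure D4:**
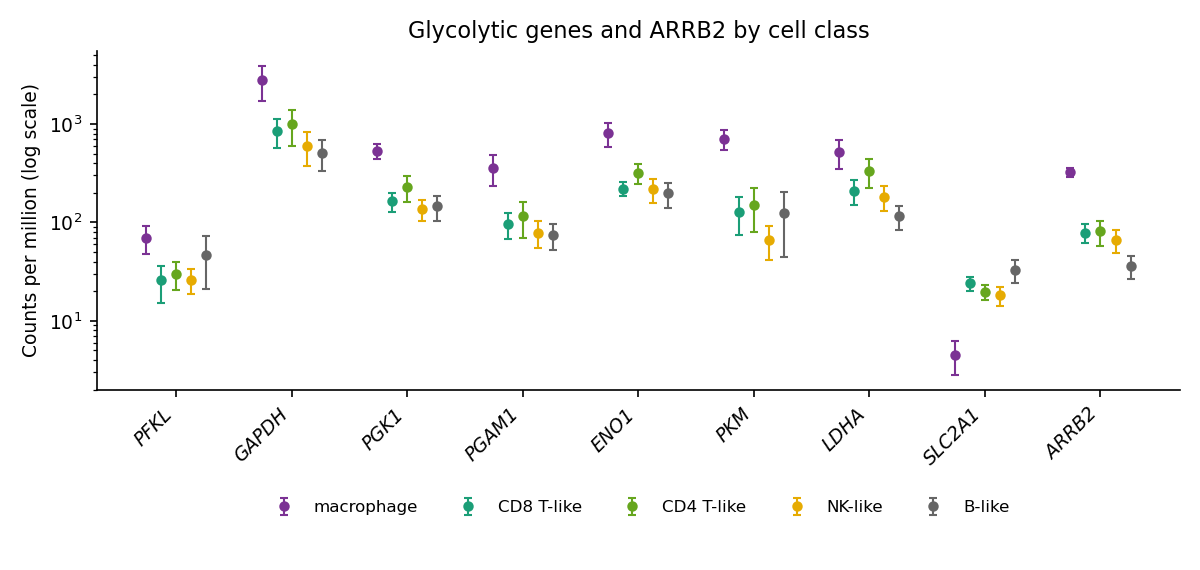
CPM (log scale) of glycolytic genes and ARRB2 in macrophages and 4 lymphoid classes, as the mean and SD of 6 donors. PKM lies near 705 CPM in macrophages, and SLC2A1 is lowest in macrophages at 4.50 CPM.

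Finally, the difference between DAM-like cells and M0 was compared between NAFLD and healthy donors. For the inflammatory list, DAM-like minus M0 was higher in NAFLD than in healthy donors by a median of 0.61 on the log2 scale, a call that did not hold with an estimated correlation (adjusted p = 0.253). The NAFLD against healthy median of this list was −0.76 in M0 and 0.02 in DAM-like cells. In the interaction, 5 of its genes were higher when adjusted over the list alone, among them TNFAIP3, a brake on NF-kB, at 1.10. MYC targets moved down, at −0.28, and so did glycolysis, at −0.17, with HK3 lower at −2.44 when adjusted over the list alone. No single gene passed: edgeR called 0 of 291 list genes, with 46 at an unadjusted p under 0.05, while with no filter on low counts 21 were called; DESeq2 was not run on this comparison. camera called 7 lists at the preset correlation and 0 with an estimated correlation, and the adjusted p-values were 4.02e-11, 3.42e-05 and 0.0301 for these 3 lists, with 0.314 and 0.366 for MYC targets and glycolysis at an estimated correlation. The number of called lists was 2 without NAFLD donor 3, 3 without healthy donor 2, 4 without healthy donor 1 and 10 without NAFLD donor 1, and 3 with no filter. The glycolysis call ended without NAFLD donor 2, NAFLD donor 3, healthy donor 1 or healthy donor 2 (adjusted p from 0.0527 to 0.235). The glycolysis medians were then −0.11, −0.058, −0.11 and −0.27 in that order, and −0.27 without NAFLD donor 1. The MYC target call ended without NAFLD donor 3 (adjusted p = 0.0902), and its median was −0.45 without NAFLD donor 1, while the inflammatory median was 0.40 without NAFLD donor 3 and 0.36 without healthy donor 3.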

Values the study reported

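The study reported 5497 macrophages that expressed CD14 and CD68, which it divided into 7 sub-populations. It gave the sub-population it describes as probable Kupffer cells as 24.1% of them, and 22.6% and 21.7% for its pair of monocyte-derived sub-populations. The sub-population resembling disease-associated macrophages was given as 13.2%, the one resembling dendritic cells as 9.4%, the one with the checkpoint receptors LILRB1 and LILRB2 as 5.9%, and the one with hemoglobin transcripts as 3.1%.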

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

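The tests of dilution by neutrophil-like cells, of macrophages missing from the authors' matrix, of macrophages of similar depth and of the sub-class mix, for inflammatory and for class II genes, were chosen only after the result was seen, as were the runs without sub-clusters M7, M8 and M9.

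The difference between DAM-like cells and M0 itself differed between NAFLD and healthy donors for 7 gene lists at the preset correlation. The median change was 0.609 on the log2 scale for inflammatory genes, −0.168 for glycolysis and −0.278 for MYC targets, as given above. It was 0.656 for chemokines (adjusted p = 5.03e-04), although their mean was −0.64, 0.713 for hypoxia genes (0.00891), 0.20 for T and NK activation (0.0351) and −0.125 for the interferon response (0.0461). With an estimated correlation their adjusted p-values were 0.231, 0.314, 0.366 and 0.311, so none of these calls held. Each call also ended without single donors. Without NAFLD donor 3 the medians were 0.57 for chemokines, 0.35 for hypoxia genes, −0.009 for T and NK activation and −0.14 for the interferon response. Among the genes, CXCL3 and VEGFA, a vascular growth factor of the hypoxia response, had changes of 1.38 and 1.33, and neither passed. Of the 10 splits of the donors, 3 gave at least 7 calls, and the highest of the other splits gave 9; 10 splits are too few for a share under 0.05.

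In 4 of 47 series of 6 donors, 1 donor stood apart from the rest, where chance gives about 2.4. These were fatty acid oxidation in DAM-like minus M0, with that donor at 0.15 on the log2 scale, dissociation and stress in DAM-like minus M0 at 0.63, fatty acid oxidation in DAM-like minus moMac-like at 0.21, and the GPR3 pathway in M0 minus moMac-like at −0.53.

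The lower macrophage share in NAFLD is the first pattern weighed. Dilution by neutrophils was excluded as the whole cause, since among cells outside the neutrophil-like clusters the NAFLD to healthy ratio of mean shares was 0.59 against 0.57 over all cells, with all 3 NAFLD donors still below. Macrophages left out of the authors' matrix were excluded as well, since macrophage-like clusters of the whole matrix gave a ratio of 0.57. Loss at the upper limit on genes per cell could not be decided: 6.95% ± 5.17 of macrophages in NAFLD and 8.65% ± 4.71 in healthy donors (SD, n = 3) lay within 10% of the limit, a difference of −1.70 percentage points that is smaller than its spread, so the bound set beforehand was too loose to exclude it. Of 10 splits, 1 gave a log2 fold change as large as the real 0.80, with 0.732 the highest other, and 10 splits are too few for a share under 0.05; the diagnosis and the recovery of cells from each liver both stay open.

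For the second pattern, the lower inflammatory genes in NAFLD macrophages, fewer UMIs per cell were excluded as the whole cause, since among macrophages of 10000 to 20000 UMIs, with group means of 14948 and 15488 UMIs per cell in NAFLD and healthy donors, the list's median was −0.82, and −1.62 to −0.49 without single donors. A handling response throughout each liver could not be decided, since the dissociation and stress list was called in 0 of the 3 classes CD4 T-like, MAIT-like and neutrophil-like, but its medians of −0.205 and −0.128 in the CD4 T-like and MAIT-like cells were not above the bound set beforehand. A changed mix of sub-classes cannot be told apart either: 2 of 3 sub-classes had the lower list, moMac-like at −0.87 and M0 at −0.76, while DAM-like cells had 0.02. The sub-clusters M1, M2 and M3 within the moMac-like cells were not tested apart. The diagnosis stays open and untested.

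The higher class II genes are the third pattern. More dendritic-like cells among the macrophages may contribute and cannot be told apart, since 2 of 3 sub-classes had a median above 0.40, M0 at 0.74 and DAM-like at 0.64, while moMac-like cells had −0.50. The list also rested on NAFLD donor 1, without which its median was −0.11. The part of the DAM-like share was not tested. DAM-like cells were 12.33% of macrophages in NAFLD and 6.99% in healthy donors, and 22.44% in NAFLD donor 1. Their class II median lay 3.15 above that of moMac-like cells on the log2 scale.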

How the results depend on the processing

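Runs without sub-clusters M7, M8 and M9, with cluster 4 among the NK-like cells, among cells outside the neutrophil-like clusters and with fry within donors were chosen only after the result was seen. Of the values under alternatives that answer a comparison, 136 stayed the same, 3 no longer passed and 18 counts moved by more than 1.5 times. Here a count of calls was the same when equal or within 1.5 times, and other values when they kept direction and side of the threshold. Of those for single genes, lists and classes, 1052 kept theirs, 88 no longer passed, 9 newly passed and 43 reversed. In macrophages, DESeq2 called 5 genes and edgeR with no filter 1, and in CD8 T-like and NK-like cells DESeq2 called 2 each; the cause was not tested. With an estimated correlation and with fry, 0 lists were called in macrophages and 0 in CD8 T-like and NK-like cells, and with an estimated correlation 0 in the interaction; the estimated correlation widens the test by construction. With it the glycolysis list no longer passed for DAM-like against M0 (−0.45, adjusted p = 0.189), DAM-like against moMac-like (−0.86, 0.198) and M0 against moMac-like (−0.36, 0.333), whose adjusted p-values over all alternatives ran from 8.17e-07 to 0.189, from 1.63e-07 to 0.198 and from 2.49e-04 to 0.333; fry kept all 3. With no filter the interaction called 3 lists, and more genes were tested. Leaving out 1 donor, which also means fewer samples, gave 3 to 8 lists in macrophages, 5 to 11 in CD8 T-like and NK-like cells, 2 to 10 in the interaction and 0 to 1 classes in the composition. Reversed signs were LDHA with no filter (−0.016), APOE and LIPA with the replicate block (−0.11 and −0.027), LILRB2 in macrophage-like clusters of the whole matrix (0.011) and the activation list of the interaction with no filter (−0.42); the cause was not tested. Leaving out single donors reversed the following, as lowest to highest log2 values: ARRB2 −0.076 to 0.13, ENO1 −0.39 to 0.16, PGAM1 −0.19 to 0.44, LDHA −0.30 to 0.41, TREM2 −0.088 to 1.27, GPNMB −0.70 to 1.69, APOE −0.77 to 1.32, C1QA −0.56 to 0.54, CLEC10A −0.67 to 0.99, MARCO −0.42 to 1.11, CD163 −1.47 to 0.77, MNDA −0.37 to 0.27, LIPA −0.51 to 0.41, LILRB1 −0.062 to 0.34, LILRB2 −0.09 to 0.13 and the class II list −0.11 to 1.15. The same held for the shares of B-like −0.33 to 0.99, CD4 T-like −0.47 to 0.29, CD56hi NK-like −0.051 to 0.68, MAIT-like −0.29 to 0.79, neutrophil-like −0.15 to 0.94 and nonclassical-like cells −0.079 to 0.74. Medians of the activation list in CD8 T-like cells and in the interaction, and of the inflammatory list in NK-like cells, also turned sign, as given above. The replicate numbers do not pair the donors: correlations of same-numbered donors ran from −0.094 to 0.146, and the macrophage share had a log2 fold change of −0.85 with the number as a block. The macrophage share ran from −1.15 to −0.60 without single donors. Depth limits GPR3, at 6 UMIs in macrophages, and the neutrophil-like cells, at a median of 1598 UMIs.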

Other observations

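The tests of genes and lists between the groups within macrophage sub-classes were chosen only after the result was seen, as were those in CD4 T-like, MAIT-like and neutrophil-like cells other than the dissociation and stress list.

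The inflammatory list also had a negative median in the 5 other classes that were tested, though no single gene of it passed. The list was called in 5 of 5, CD8 T-like, NK-like, CD4 T-like, MAIT-like and neutrophil-like cells, with medians from −0.788 to −0.241 on the log2 scale. None of the 5 calls held with an estimated correlation, with adjusted p-values from 0.492 to 0.997. Without NAFLD donor 3 the CD8 T-like and NK-like calls ended, at medians of −0.057 and 0.009. Background transcripts from macrophages were not measured. Cluster 4 and B-like cells were not tested. The chemokine list was lower as well in CD4 T-like, MAIT-like and neutrophil-like cells, at −1.46, −0.96 and −1.22 (camera adjusted p = 3.64e-07, 4.03e-04 and 2.06e-10, and adjusted p = 0.509, 0.997 and 0.337 with an estimated correlation). The macrophage markers C1QA and CD163 had log2 fold changes of −1.02 and −1.22 in CD4 T-like cells, and CD163 had −1.29 in neutrophil-like cells; none of these passed, and background from macrophages stays open for the chemokines too. The list of tissue residency genes, which hold lymphocytes in the liver, had a median of −0.39 in CD4 T-like cells (camera adjusted p = 5.81e-04, and 0.509 with an estimated correlation), with 0 of 11 genes passing. In the same cells T and NK activation had −0.181 and fatty acid oxidation 0.192 (0.032, and 0.601 with an estimated correlation, for each), with 0 genes passing in either list. In neutrophil-like cells the oxidative phosphorylation list had a median of 0.21 (camera adjusted p = 0.0292, and 0.909 with an estimated correlation), with 0 of 45 genes passing. The phagocytosis receptor list had −0.172 there (0.0292, and 0.523), also with 0 genes passing.

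Within the sub-classes, moMac-like cells carried the clearest single-gene difference between the groups. TMEM176A and TMEM176B were higher in NAFLD, by 2.92 and 2.81 on the log2 scale, and were the 2 genes of 10748 that passed (edgeR adjusted p = 0.018 for each). In M0 and in DAM-like cells edgeR called 0 genes, with 304 and 284 at an unadjusted p under 0.05. TMEM176A and TMEM176B were also higher in all NAFLD donors there, by 2.22 and 1.97 in M0 and by 1.22 and 1.25 in DAM-like cells. M0 and DAM-like cells numbered 1220 and 484, against 2388 moMac-like cells. The difference between sub-classes was not tested for TMEM176A and TMEM176B. DESeq2 was not run within sub-classes. The class II list was lower in moMac-like cells of NAFLD donors, at −0.50 (camera adjusted p = 1.12e-04, and 0.390 with an estimated correlation). It was higher in M0 at 0.74 (0.00528, and 0.630) and in DAM-like cells at 0.64 (0.00331, and 0.730). Among moMac-like cells, M1, the sub-cluster with more class II transcripts, was 16.28% ± 6.55 of macrophages in NAFLD against 22.59% ± 1.95 in healthy donors (SD, n = 3). The M1 share did not pass (edgeR adjusted p = 0.64), and it was 8.81% in NAFLD donor 1. A changed mix of M1, M2 and M3 may contribute to the moMac-like value and was not told apart from the diagnosis.

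The counts of calls were set against the other splits of the 6 donors, which at 10 are too few for a share under 0.05. For genes in macrophages the real split gave 0 and the highest other 1, with 10 of 10 splits at least as large, and for genes in CD8 T-like and in NK-like cells both were 0, again 10 of 10. For lists in macrophages the real split gave 4 and the highest other 10, with 8 of 10 at least as large. For lists in CD8 T-like and NK-like cells the real split gave 5 and the highest other 20, with 10 of 10 at least as large. Splits that call several times the real number of lists point to a structure among the 6 donors or to correlated genes at the preset correlation of 0.01, and these were not tested apart. For classes of CD45+ cells and for macrophage sub-classes the real splits gave 0 and the highest others 1, with 10 of 10 at least as large in both.

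DAM-like cells made up 8.80% of all macrophages here. That is lower than the value quoted from the study above, which came from another clustering with another number of clusters, so the classes are not the same cells. Dendritic-like cells made up 6.50%, within 1.5 times of its value.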
